A study of Mus musculus with 6 samples. Its data were reported in "SETD2 epidermal deficiency promotes cutaneous wound healing via activation of AKT/mTOR Signalling" (2021).

How the data were processed

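Bulk RNA-seq was carried out on skin of mice aged 12 weeks, with 3 libraries titled WT and 3 titled KO. The WT libraries were taken as the study's Setd2fl/fl (floxed control) mice and the KO libraries as its Setd2-KO mice. In Setd2-KO mice, a Cre recombinase under the keratin 5 promoter removes Setd2 from the epidermis after tamoxifen. The submitters' processing notes name HISAT2, a spliced read aligner, StringTie, a transcript assembler and quantifier, and the mouse builds GRCm38 and mm10, which are names of one assembly. Tool versions and the annotation release were not given in the sources used here. By the submitters' extraction notes, each sample contained 3 independent repeated animals. Whether this means a pool of 3 animals per library or 3 animals per group was not clear.

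The table that the authors deposited holds one row per gene, with a symbol, an interval, a strand, the length of the gene model in bases, a gene type and 6 columns of values per library. The names of these 6 columns match no title, description or characteristic of the 6 samples. Giving a column a genotype would have required the column order, the values or a picture, so none of the 6 columns was used. The planned test of the genotypes and the planned gene list tests were therefore not run, and no expression level, fold change, depth or p-value is given.

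What remained were the columns that belong to no library. Intervals were set against GENCODE release M21, an annotation of GRCm38, through symbols that occur once in that annotation. A symbol counted as placed when its interval on the same chromosome overlapped the GENCODE gene by at least a single base. Shares are given with Wilson 95% binomial confidence intervals. Every eligible gene was counted and none was sampled. The intervals therefore serve only as a scale for comparing settings and carry no information on replicate error. Coordinates are 1-based. Python 3.11.15, pandas 2.3.3 and scipy 1.17.1 were used. The genes named are Setd2, the 12 genes of the PI3K/AKT pathway that the study named, a choice made before the data were examined, and the 3 longest gene models, chosen after their values were seen.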

Results

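Skin RNA was profiled in 6 libraries from mice aged 12 weeks, 3 taken as Setd2fl/fl and 3 as Setd2-KO from their titles. SETD2 is the histone methyltransferase that trimethylates lysine K36 of histone H3, and the comparison of the genotypes was made to ask which genes change in unwounded skin when the epidermis loses it. That comparison was not made here. The 6 columns of expression values carry names that match no sample label, so whether Setd2 itself, the PI3K/AKT genes or any other gene differed between the genotypes is not reported. The description is limited to the gene models listed beside the expression values. Whether the libraries were quantified against these models was not checked.

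The table listed 46095 genes, of which 44371 lay on chromosomes and 1724 on scaffolds. Protein-coding genes made up 47.9% of the entries (22077 genes, 95% interval 47.4 to 48.4%). A further 9229 entries were typed as long non-coding RNAs, 8352 as pseudogenes and 4922 as ncRNA, a type kept apart from smaller classes such as tRNA (411 entries) and snoRNA (123 entries). The median length of a protein-coding gene model was 2609 bases, with quartiles of 1428 and 4312 bases. The median was 1202 bases for the entries typed as long non-coding RNAs, 806 bases for those typed as ncRNA and 906 bases for pseudogenes.

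The intervals were those of the GRCm38 assembly. Of 32683 symbols shared with GENCODE M21, 32644 (99.9%, 95% interval 99.8 to 99.9%) lay over the GENCODE gene of that name, and 32675 were on the same strand. Both ends were identical for 14.5% of them.

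Setd2 was listed on the plus strand of chromosome 9 from 110529296 to 110618633, with a gene model of 8812 bases. Its end was that of the GENCODE gene, and its start lay upstream of the GENCODE start at 110532597. All 12 genes that the study named were listed as protein-coding. Lama4, which encodes a laminin chain of vascular basement membranes, lay on chromosome 10 from 38965515 to 39110188. It was the only 1 of the 13 named genes, Setd2 included, with both ends as in GENCODE, and the others differed at the start, the end or both. The size of the difference varied. Gng4 ended at 13827895 against 13827896 in GENCODE, and Eif4ebp1 at 27275656 against 27276674. Thbs3, a thrombospondin gene, lay on chromosome 3 from 89214812 to 89226837. Gng4, which encodes a G protein gamma subunit, lay on chromosome 13 from 13784059 to 13827895. Fn1, the fibronectin gene, lay on the minus strand of chromosome 1 from 71585473 to 71653234 and had a gene model of 8425 bases. Eif4ebp1, which encodes a translation repressor that mTOR phosphorylates, had the shortest gene model of the 12, with 981 bases on chromosome 8 from 27260327 to 27275656.

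The 40 gene lists fixed before the data were examined hold 688 symbols, counted once per list, of which 666 were listed in the table. All 37 core components of the PI3K/AKT/mTOR pathway, all 30 skeletal muscle genes and all 12 basal keratinocyte genes were among them. Of the 13 symbols listed for enzymes that write or erase H3K36 methylation other than Setd2, 11 were matched. The angiogenic factors had 18 of 21 symbols matched, and the lists of differentiated keratinocytes, wound keratinocyte genes, hair shaft genes and clock genes lacked a single symbol each. Some lists hold an older and a newer symbol of one gene, so an unmatched symbol need not be an unlisted gene. The lists of H3K36 enzymes and hair shaft genes hold no such pair. Other names of their genes were not looked up, so their unmatched symbols need not be unlisted genes either. None of the 13 mitochondrially encoded genes was matched by its symbol. These symbols all carry the prefix mt-, and names without it were not looked up, so the genes may still be listed.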

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

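All settings given here were chosen after the data were examined, since the settings fixed earlier concern the comparison of genotypes, which was not run. No paired analysis was possible because the columns of expression values carry no sample label or replicate number. The sample titles number the libraries within each genotype, but the study's RNA-seq methods state no pairing of mice by these numbers. Whether libraries with the same number belong together is therefore not known. The share of symbols placed over the GENCODE gene of that name was 99.96% for protein-coding genes alone and 14.5% when both ends had to be identical. Both lay outside the interval of the main share. The basic GENCODE set matched the same number of symbols (32644 of 32683) as the comprehensive one, so that setting tested nothing. The share of protein-coding entries was 47.5% on chromosomes alone and 47.9% with a single entry per interval, both within the interval of the value reported. The setting with a single entry per interval kept 46088 of the 46095 entries, so it could hardly move the share.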

Other observations

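The 3 longest gene models in the table were those of the immunoglobulin kappa complex Igk (3171119 bases), the immunoglobulin heavy chain complex Igh (2751187 bases) and the T cell receptor alpha complex Tcra (1796232 bases). All 3 were typed as protein-coding. Each was as long as its genomic interval, as were 12621 of the 46095 models in all. A model without introns is always as long as its interval, so that count does not single out models of whole loci. In a measure divided by the listed length, Igk, Igh and Tcra would each be divided by the whole interval, introns and spacers included. Whether the deposited values are such a measure was not stated.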
